A study of Mus musculus with 39 samples.

How the data were processed

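The samples were 39 libraries of mouse RNA (strain CD-1, alpha-MHC-GFP genotype, per the labels) in 13 groups of 3. Per the labels, neonatal cardiac fibroblasts (Thy1+ and GFP-) were sorted, infected with Gata4, Mef2c and Tbx5 retroviruses or with dsRed, cultured with or without the TGF-beta inhibitor SB431542 and the Wnt inhibitor XAV939, and sorted again as GFP+ or dsRed+ cells. GMT groups were sampled on days 7, 14, 28 and 42 without the inhibitors and on days 1, 2, 3, 7, 14 and 21 with them, dsRed groups on day 7 without and day 2 with them, and cardiomyocytes came from newborn pups. The design text calls the 3 libraries of a group biological replicates. Libraries were made with the Ovation RNA-seq System v2 and read as pairs on an Illumina HiSeq instrument, per the labels. Each column name ends in a month-like tag (7 different tags), whose meaning is not given in the sources used here. It was treated as a possible batch, and the tags are partly or fully confounded with the groups.

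The deposited table held 37991 genes with integer read counts per library, made by the authors with FastQC, Bowtie2 2.2.4 and featureCounts on mm9, per the processing notes. The table also held log2 fold changes computed by the authors for pairs of groups, and p-values and false discovery rates (FDR) of the authors for the same pairs, made with edgeR per the processing notes. These 3 kinds of the authors' values were used only for the count of shared genes. Gene names, identifiers and positions are those of the table (mm9). Of its genes 415 had no symbol and 8816 were never counted. The strand of the libraries is not stated, so counts of antisense or overlapping transcripts and of paralogs may be included, and counts of viral and endogenous Gata4, Mef2c and Tbx5 were not separated.

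Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept with filterByExpr over the 13 groups (18551 genes), scaled by the trimmed mean of M-values, and fitted with the edgeR quasi-likelihood model with robust dispersion, using all 39 libraries and 1 coefficient per group. The common biological coefficient of variation was 0.43. A total of 13 pairs of groups, 1 interaction and 2 time courses were tested, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM used the effective library sizes of the trimmed mean. Where a group had 0 counts of a gene, the fold is a lower bound against a floor of 3 counts over the group, and where it had up to 3 counts the ratio is given with its 95% counting interval.

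Of 24 gene lists written by hand, with 436 different genes, 433 of them in the table and 401 tested, 23 were used. The list of erythroid markers was not, since 1 of its 11 genes was tested. The lists used were sarcomere, calcium handling and ion channels, cardiac transcription factors, atrial, ventricular, fatty acid oxidation, respiratory chain and citrate cycle, glycolysis, extracellular matrix, fibroblast identity, TGF-beta response, Wnt/beta-catenin response, G2/M phase, DNA replication, interferon response and inflammatory cytokines. Markers of macrophages, endothelium, smooth muscle and pericytes, epicardium and mesothelium, skeletal muscle, and neurons and glia, and immediate early genes of the dissociation response, formed the rest. The immediate early list also held heat shock genes such as Hspa1a, Hspb1 and Dnajb1. The list of inflammatory cytokines also held genes that are not cytokines, such as Nfkb1 and Relb. Both lists keep their short names below. Some genes belong to more than 1 list. Each list was tested in each comparison with limma camera on voom values (preset correlation 0.01), with Benjamini-Hochberg adjustment over the 23 lists, and again with a correlation estimated from the data. Gene counts "over the list alone" adjust the gene p-values over the members of that list. The cardiomyocyte signature was the 200 genes with the largest differences in each direction between cardiomyocytes and dsRed day 7 with at least 10 CPM, and it was counted only in comparisons that use neither group.

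Named genes followed a rule. It took Gata4, Mef2c and Tbx5, a panel of Myh6, Actc1, Tnnt2, Nppa, Ryr2, Col1a1, Postn and Thy1, and per comparison from the 5 highest and 5 lowest log2 fold changes among called genes with at least 5 CPM in the higher group, no overlap between the libraries of the groups and no predicted name. It also took up to 4 called members per list with the largest differences, and the text prints a part of these. Without any difference between groups, 10% of genes would show no overlap for 3 against 3 libraries. The grouping, the comparisons, the tests, the lists, the rule and most other settings were chosen before the data were examined.

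The fit was tested on simulated data made from the counts of GMT day 7 and dsRed day 7 (18116 genes). Of 100 genes changed by a fold of 2, edgeR called 38, and of 100 changed by a fold of 4 it called 83, with 4 unchanged genes called. DESeq2 called 50 and 93, with 25 unchanged genes called. A list of 25 raised genes had a camera p of 2.71e-35, and a list of 25 unchanged genes 0.458. Libraries of a group were checked for being technical repeats by a chi-square over genes with at least 20 counts, and its value per degree of freedom lay between 10.7 and 357.1 over 39 pairs.

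Alternatives were the DESeq2 test, RLE size factors, no low-count filter, a test against a fold of 2 and the replicate number as a block. Others were the tag as a term, only the libraries compared, only libraries of shared tags, and leaving out each library of a comparison in turn. For the time courses only 1 library was left out without inhibitors, and only 2 in turn with them. Chosen after the data were seen were fits without the cardiomyocyte libraries, without mitochondrial genes or without day 1, and the likelihood ratio and exact tests. Totals ran from 8.55 to 35.51 M counts, and the lowest number outside mitochondrial genes was 5.44 M. Sequence reads, splicing and other genome regions were not analysed here, and no library was left out of the fits on which the report rests.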

Results

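The 39 mouse libraries formed 13 groups of 3. Cardiac fibroblasts infected with retroviruses for Gata4, Mef2c and Tbx5 (GMT) were sorted on days 7, 14, 28 and 42 without inhibitors, and on days 1, 2, 3, 7, 14 and 21 with inhibitors of TGF-beta and Wnt signalling. Fibroblasts infected with dsRed were sorted on day 7 without and on day 2 with the inhibitors, and neonatal cardiomyocytes formed the remaining group. Totals ran from 8.55 to 35.51 M counts per library (median 23.05 M). Mitochondrial ribosomal RNA held 64.4% ± 4.47% of the counts in cardiomyocytes and from 25.7% to 37.5% on average in the other groups. Cardiomyocyte libraries therefore held 7.36 M counts outside mitochondrial genes on average, against 9.49 M in dsRed day 7 and 13.9 M in GMT day 42. Levels are mean CPM (counts scaled to the size of the library) ± standard deviation, and log2 fold changes carry ± standard errors, with n = 3 libraries per group. Adjusted p-values are Benjamini-Hochberg values of the edgeR quasi-likelihood test over 18551 genes, or of limma camera over 23 gene lists. Each camera value is followed, where it is under 0.05, by the adjusted p of the same test with a correlation estimated from the data (marked estimated). A gene is said to rise or fall only at an adjusted p under 0.05.

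The retroviral factors matched the labels in every comparison with a dsRed group. Gata4, a zinc-finger factor that fibroblasts of the heart already express, stood at 69.3 ± 6.06 CPM in dsRed day 7 and 443.1 ± 69.6 in GMT day 7. Mef2c stood at 25.8 ± 2.05 and 1246.8 ± 209.8, and Tbx5, the T-box factor of the mix, at 1.2 ± 0.556 and 1295.0 ± 534.1. With the inhibitors on day 2, Gata4 stood at 365.6 ± 56.8 CPM against 126.3 ± 29.7 in dsRed, Mef2c at 1024.4 ± 257.8 against 50.4 ± 17.4, and Tbx5 at 1121.7 ± 265.4 against 1.79 ± 1.18. Counts of a viral transcript and of the endogenous gene were not separable here. In the table (mm9) Gata4 (ENSMUSG00000021944) lay on chromosome 14 from 63817759 to 63890529, Mef2c (ENSMUSG00000005583) on chromosome 13 from 83643033 to 83806684, and Tbx5 (ENSMUSG00000018263) on chromosome 5 from 120284672 to 120335227.

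**Figure D1:**
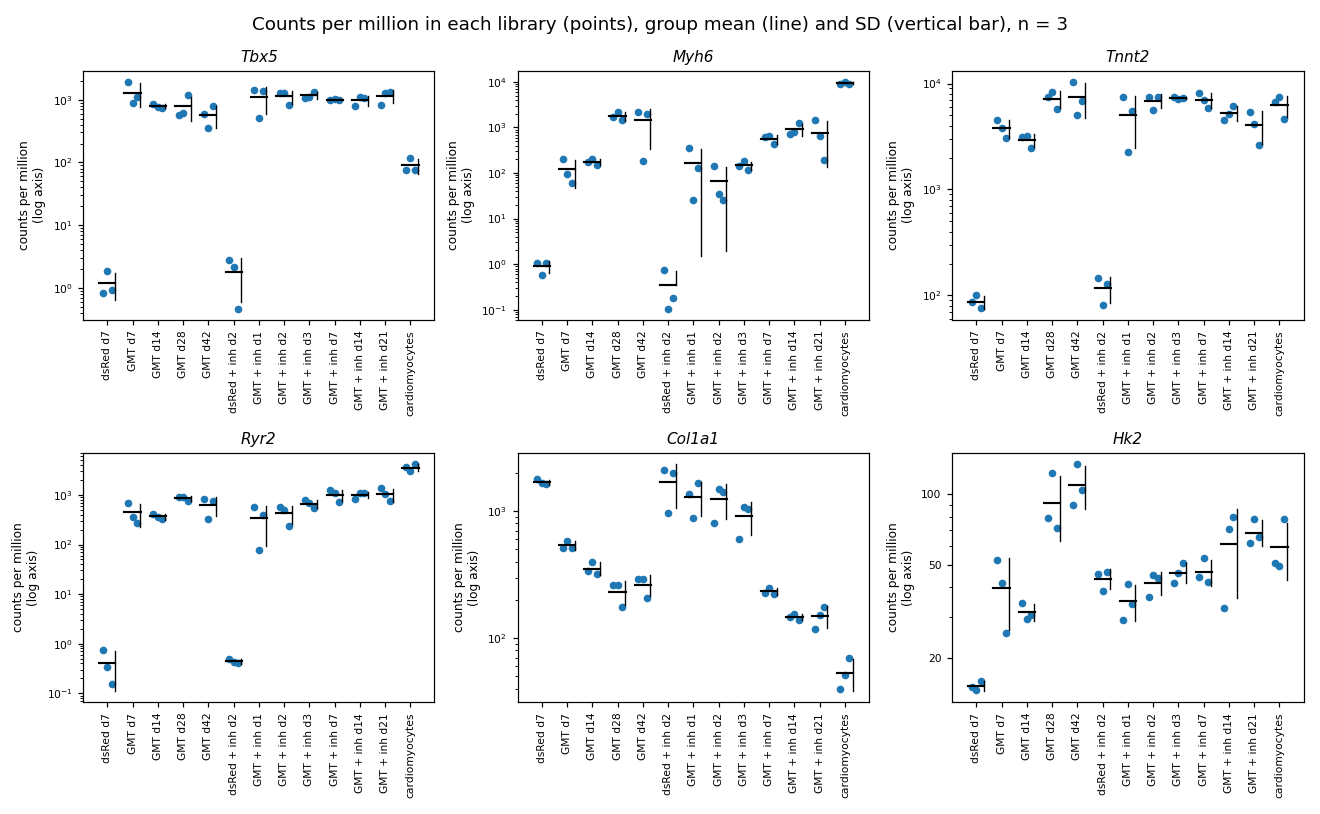
CPM on a log axis for 6 genes in the 13 groups, with points for libraries, a line for the group mean and a vertical bar for the standard deviation (only its upper part where it exceeds the mean), n = 3. Tbx5 averaged 1.2 in dsRed day 7 and 576.3 or more in each GMT group, while Col1a1 averaged 1689.5 in dsRed day 7, 263.1 in GMT day 42 and 53.6 in cardiomyocytes.

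GMT cells on day 7 without inhibitors carried a strong cardiac program beside dsRed fibroblasts. Tnnt2, cardiac troponin T, stood at 3824.6 ± 732.4 CPM against 87.4 ± 12.1, a log2 fold change of 5.45 ± 0.36 (edgeR adjusted p = 3.5e-13). Myh6, the alpha myosin heavy chain whose promoter drives the GFP used for sorting, rose by 7.11 ± 1.1 to 122.1 ± 75.5 CPM. GMT cells were sorted as GFP+ and control cells as dsRed+, per the labels. The sort itself thus favoured Myh6 in every GMT group. How much of the rise of the cardiac genes came from the sort was not tested. Ryr2, the calcium release channel of the sarcoplasmic reticulum, rose by 10.27 ± 0.71 to 444.2 ± 221.6. Actc1 rose by 11.71 ± 1.1 and Nppa by 8.97 ± 1.3. Sarcolipin (Sln) had 0 counts in dsRed and 18.4 ± 2.27 CPM in GMT cells, at least 311-fold higher. The fibroblast gene Col1a1 fell from 1689.5 ± 78.4 to 537.3 ± 42.3 CPM (log2 fold change -1.65 ± 0.27, adjusted p = 2.8e-05), and Plagl1, an imprinted zinc-finger gene, from 418.6 ± 53.0 to 3.34 CPM (-7.02 ± 0.72). Postn (0.23, adjusted p = 0.91) and Thy1 (-0.53, adjusted p = 0.55) did not pass. The factors rose by 2.68 ± 0.23 (Gata4), 5.60 ± 0.41 (Mef2c) and 10.01 ± 0.6 (Tbx5). In all, 2798 genes were called, 1813 higher and 985 lower.

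Among the gene lists on day 7, 23 of 27 sarcomere genes rose and 0 fell (24 when adjusted over the list alone), among them Myl4 (10.78 ± 0.77) and Csrp3 (10.11 ± 0.63), with a limma camera adjusted p = 8.94e-19 and an adjusted p = 0.0485 with an estimated correlation. In the extracellular matrix list 17 of 28 genes fell and 0 rose (21 over the list alone), including Col1a2 (-3.16 ± 0.5) and Mmp2 (-3.13 ± 0.6; camera adjusted p = 5.66e-20, adjusted p = 0.0331 estimated). Fibroblast identity had 6 of 17 genes lower, such as Tcf21 (-2.90 ± 0.7) and Twist1 (-2.27 ± 0.38; camera adjusted p = 2.76e-05, adjusted p = 0.0485 estimated). Proliferation genes moved down: 15 of 21 G2/M genes fell and 1 rose (20 and 1 over the list alone), with Ccnb1 at -3.11 ± 0.67 (camera adjusted p = 9.43e-11, adjusted p = 0.2 estimated), and 10 of 21 DNA replication genes fell (17 over the list alone; 2.31e-08, adjusted p = 0.2 estimated). Calcium handling and ion channels had 11 of 23 genes higher and 1 lower, with Casq2 at 5.46 ± 0.56 (0.00103, adjusted p = 0.348 estimated). Fatty acid oxidation had 11 of 20 genes higher and 0 lower, with Fabp3 at 5.11 ± 0.74 and Cd36 at 4.17 ± 1.3 (2.76e-05, adjusted p = 0.2 estimated).

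Smaller list results on day 7 followed. Cardiac transcription factors had 8 of 19 genes higher and 1 lower, with Hopx at 4.96 ± 0.81 and Myocd at 3.34 ± 0.65 (limma camera adjusted p = 0.00946, adjusted p = 0.283 estimated), and atrial genes 5 of 10 higher and 1 lower, with Myl7 at 5.02 ± 0.68 (0.00635, adjusted p = 0.255 estimated). Ventricular genes had 3 of 10 higher and 1 lower (0.241). Glycolysis had 6 of 16 genes higher (0.0307, adjusted p = 0.449 estimated) and the respiratory chain and citrate cycle 4 of 25 (0.0496, adjusted p = 0.525 estimated). TGF-beta response genes had 6 of 24 lower and 0 higher, including Tagln (-1.53 ± 0.33; 0.241), and Wnt/beta-catenin response genes 4 of 17 higher and 1 lower, including Lef1 (2.72 ± 0.81; 0.287). In the response lists, 2 of 23 interferon genes (0.132) and 2 of 19 immediate early genes (0.661) were higher. Of 21 inflammatory cytokines 1 was higher and 3 were lower (0.266). Markers of other cells gave 2 of 13 endothelial markers higher (0.9) and 1 higher and 1 lower of 11 smooth muscle markers (0.49). Of 12 epicardial markers 1 was higher and 2 were lower (0.0201, adjusted p = 0.443 estimated). Skeletal muscle markers were higher in 2 of 9 cases (0.168). The macrophage gene Cd68 stood at 75.0 ± 62.9 CPM against 22.9 (log2 fold change 1.72 ± 0.9, adjusted p = 0.23).

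Tags on the libraries were partly shared between GMT day 7 and dsRed day 7, and within them the values kept their direction. With the tag as a term, Tnnt2 stood at 5.32, Myh6 at 6.27, Ryr2 at 9.58 and Col1a1 at -1.63 on the log2 scale. With only the libraries of shared tags the same 4 genes stood at 5.37, 6.07, 9.69 and -1.68. The number of called genes was 1619 with the tag term, 1203 higher and 416 lower. It was 5319, 2790 higher and 2529 lower, in a fit of the shared-tag libraries alone, which estimated its own dispersion. With only the compared libraries 4181 were called, 2220 higher and 1961 lower, so the balance of directions differed between settings.

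On day 14 the cardiac genes of GMT cells stood above dsRed day 7 as well. No dsRed group was sampled on day 14, 28 or 42. Time in culture was therefore not separated from the factors in these comparisons, for single genes or for lists. Tnnt2 stood at 2915.1 ± 390.6 CPM (log2 fold change 5.06 ± 0.35 against dsRed day 7), Myh6 at 178.9 ± 27.8 (7.66 ± 1.1, edgeR adjusted p = 6.7e-06), and Ryr2 at 370.3 ± 50.7 (10.00 ± 0.7). The voltage-gated potassium channel gene Kcnc4 had 2 counts over the dsRed group and 114.4 ± 5.54 CPM here, a ratio of 2840 with a 95% counting interval from 785 to 23400. Col1a1 fell to 353.3 ± 41.5 CPM (-2.26 ± 0.28, adjusted p = 2.4e-07) and Fn1, fibronectin, from 10182.9 ± 1111.1 to 1438.9 ± 333.6 (-2.82 ± 0.31). The alarmin gene Il33 rose by 3.34 ± 0.8 and Tubb3 by 2.86 ± 0.83. Actc1 (12.13 ± 1.1), Nppa (9.55 ± 1.3), Gata4 (2.49 ± 0.23), Mef2c (5.03 ± 0.4) and Tbx5 (9.30 ± 0.58) rose, while Postn (0.55 ± 0.79, 0.73) and Thy1 (-1.15 ± 0.48, 0.11) did not pass. In all, 2837 genes were called, 1743 higher and 1094 lower, and within shared tags Myh6 stood at 7.76 and Col1a1 at -2.24. A fit of the shared-tag libraries alone called 6202 genes, 3299 higher and 2903 lower. With only the compared libraries 6365 were called, 3237 higher and 3128 lower.

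The lists on day 14 held 24 of 27 sarcomere genes higher and 0 lower, with Csrp3 at 11.08 (limma camera adjusted p = 1.97e-18, adjusted p = 0.0555 with an estimated correlation). Extracellular matrix genes fell in 15 of 28 cases (18 over the list alone; 9.69e-16, adjusted p = 0.0555 estimated). G2/M genes fell in 20 of 21 cases and the other rose, with Top2a at -3.18 ± 1.0 and Plk1 at -3.13 ± 0.84 (9.28e-14, adjusted p = 0.119 estimated), and DNA replication genes fell in 13 of 21 (18 over the list alone), with Mcm5 at -2.47 ± 0.53 (3.48e-10, adjusted p = 0.119 estimated). Fatty acid oxidation had 9 of 20 higher (2.1e-06, adjusted p = 0.109 estimated), calcium handling 12 of 23 higher and 1 lower (0.000239, adjusted p = 0.255 estimated), atrial genes 6 of 10 higher and 1 lower (0.00231, adjusted p = 0.181 estimated) and fibroblast identity 4 of 17 lower (0.000289, adjusted p = 0.109 estimated).

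On day 28 GMT cells also carried cardiac genes above the level of dsRed day 7. Myh6 averaged 1764.5 ± 381.8 CPM (log2 fold change 10.96 ± 1.2 against dsRed day 7, edgeR adjusted p = 7.1e-08), Tnnt2 7163.1 ± 1262.6 (6.36 ± 0.37) and Ryr2 853.1 ± 91.2 (11.21 ± 0.72). Rbm24, which encodes a splicing regulator of heart muscle, had 0 counts in dsRed and 45.1 ± 14.3 CPM here, at least 772-fold higher. Hexokinase genes rose, Hk2 from 15.2 ± 0.719 to 91.2 ± 28.0 CPM (2.58 ± 0.27, adjusted p = 7.8e-09) and Hk1 by 2.49 ± 0.23. The slow myosin gene Myh7 rose by 7.53 ± 1.1. Col1a1 fell to 232.9 ± 50.5 CPM (-2.86 ± 0.28) and cyclin B1 (Ccnb1) from 27.3 ± 6.17 to 0.425 ± 0.169 (-5.97 ± 0.79, adjusted p = 8.9e-07). Actc1 (13.92 ± 1.1), Nppa (7.85 ± 1.3), Gata4 (2.45 ± 0.23), Mef2c (4.91 ± 0.39) and Tbx5 (9.29 ± 0.58) rose, while Postn (0.14 ± 0.78, 0.93) and Thy1 (-0.07 ± 0.48, 0.95) did not pass. In all, 4430 genes were called, 2512 higher and 1918 lower. No tag was shared with dsRed day 7, so a value within tags cannot be had for day 28 or day 42.

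In the lists of day 28, 23 of 27 sarcomere genes rose (limma camera adjusted p = 3.45e-18, adjusted p = 0.039 with an estimated correlation) and 13 of 16 glycolysis genes rose with 0 lower, including Pfkp (2.14 ± 0.23) and Pfkl (2.08 ± 0.29; 1.22e-09, adjusted p = 0.039 estimated). Extracellular matrix genes fell in 21 of 28 cases (1e-17, adjusted p = 0.039 estimated). Calcium handling had 17 of 23 higher and 1 lower (1.07e-08, adjusted p = 0.0934 estimated), and the respiratory chain and citrate cycle 11 of 25 higher, including Cox6a2 (5.27 ± 0.78; 0.00119, adjusted p = 0.334 estimated). G2/M genes fell in 20 of 21 cases (2.74e-12, adjusted p = 0.0976 estimated) and DNA replication genes in 18 of 21, with Rrm2 at -5.58 ± 0.88 (2.4e-11, adjusted p = 0.0934 estimated). Cardiac transcription factors had 10 of 19 higher and 1 lower (0.000296, adjusted p = 0.0934 estimated), and epicardial markers 6 of 12 lower (0.000177, adjusted p = 0.128 estimated).

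GMT cells on day 42 still carried the factors, with Gata4 at 355.0 ± 37.3, Mef2c at 725.5 ± 308.2 and Tbx5 at 576.3 ± 223.4 CPM. Myh6 averaged 1457.5 ± 1112.9 CPM (log2 fold change 10.68 ± 1.2 against dsRed day 7, edgeR adjusted p = 1e-07), and its 3 libraries were uneven. Tnnt2 stood at 7385.8 ± 2671.8 (6.40 ± 0.38) and Nppa at 31.1 ± 14.3 (8.18 ± 1.3). Actc1 rose by 13.91 ± 1.1 and Ryr2 by 10.80 ± 0.72. Hk2 stood at 109.0 ± 22.5 CPM (2.84 ± 0.27) and the small heat shock gene Hspb1 rose by 3.44 ± 0.4. Dpp4, a surface peptidase of fibroblasts, fell by 8.64 ± 1.5 on the log2 scale, and the mesothelial factor Bnc1 fell by 4.50 ± 0.82. Col1a1 stood at 263.1 ± 49.4 CPM (-2.68 ± 0.28, adjusted p = 8.4e-09), while Postn (-0.39, adjusted p = 0.79) and Thy1 (-0.79, adjusted p = 0.26) did not pass. In all, 4180 genes were called, 2480 higher and 1700 lower.

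The day 42 lists held 24 of 27 sarcomere genes higher (limma camera adjusted p = 3.3e-18, adjusted p = 0.0399 with an estimated correlation), 13 of 16 glycolysis genes higher and 1 lower (2.98e-10, adjusted p = 0.0344 estimated) and 21 of 28 extracellular matrix genes lower (3.3e-18, adjusted p = 0.0344 estimated). Calcium handling had 15 of 23 higher (4.23e-07, adjusted p = 0.103 estimated), atrial genes 7 of 10 higher (0.000129, adjusted p = 0.103 estimated) and the respiratory chain and citrate cycle 13 of 25 higher and 1 lower, including Cox7a1 (4.12 ± 0.75; 0.000129, adjusted p = 0.212 estimated). G2/M genes fell in 7 of 21 cases, including Kif20a (-2.66 ± 0.49; 2.98e-10, adjusted p = 0.126 estimated), and DNA replication genes in 6 of 21 (2.11e-06, adjusted p = 0.178 estimated). Immediate early genes rose in 8 of 19 cases (11 over the list alone; 5.09e-05, adjusted p = 0.126 estimated).

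Between day 7 and day 42 584 genes were called in GMT cells without inhibitors, 284 higher and 300 lower. In a fit of the 6 compared libraries alone 12 were called, 9 higher and 3 lower. Myh6 rose from 122.1 ± 75.5 to 1457.5 ± 1112.9 CPM (log2 fold change 3.58 ± 0.83, edgeR adjusted p = 0.015), Actn2, the actinin of the Z disc, from 12.5 ± 9.64 to 104.2 ± 21.2 (3.04 ± 0.65, 0.0077) and Csrp3 from 94.2 ± 4.43 to 437.0 ± 137.0 (2.21 ± 0.36, 0.0009). Rbm24 rose from 1.84 ± 1.32 to 50.6 ± 28.7 CPM (4.82 ± 0.84, 0.002) and Hk2 from 39.9 ± 13.5 to 109.0 ± 22.5 (1.45 ± 0.26, 0.0014). Nos1, neuronal nitric oxide synthase, fell from 30.6 ± 16.4 to 1.32 ± 1.17 CPM (-4.52 ± 0.83, 0.0022), and Col1a1 fell by 1.03 ± 0.27 on the log2 scale (0.025). Actc1 (2.2 ± 0.64, 0.055), Tnnt2 (0.95, 0.076), Ryr2 (0.53, 0.62), Tbx5 (-1.17 ± 0.4, 0.11), Mef2c (-0.78, 0.23), Gata4 (-0.32, 0.51), Nppa (-0.80 ± 0.77, 0.69), Postn (-0.61 ± 0.79, 0.78) and Thy1 (-0.26 ± 0.48, 0.86) did not pass. Tested against a fold of 2, edgeR called 0 genes at an adjusted p under 0.05, 706 had an unadjusted p under 0.05, and DESeq2 called 1063 without that bound.

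Glycolysis moved as a list between day 7 and day 42, with 8 of 16 genes higher and 0 lower (11 over the list alone), including Pfkp (1.27 ± 0.22) and Pgk1 (1.12 ± 0.21; limma camera adjusted p = 7.48e-14, adjusted p = 0.013 with an estimated correlation). Sarcomere genes rose in 8 of 27 cases (13 over the list alone; 6.23e-08, adjusted p = 0.326 estimated), calcium handling genes in 6 of 23, with Cacnb2 at 3.05 ± 0.5 (7.53e-06, adjusted p = 0.326 estimated), and cardiac transcription factors in 5 of 19, with Tbx20 at 1.45 ± 0.32 (0.00578, adjusted p = 0.326 estimated). The respiratory chain list had 4 of 25 higher, with Cox7a1 at 3.53 ± 0.7 (0.000864, adjusted p = 0.437 estimated). Interferon genes fell in 2 of 23 cases, Gbp2 by 2.57 ± 0.46 on the log2 scale among them (0.000102, adjusted p = 0.437 estimated). Of 200 genes highest in cardiomyocytes against dsRed day 7, 31 rose and 0 fell, and of the 200 lowest, 15 fell and 0 rose. Over all 4 days without inhibitors, 1157 genes changed with time. Tags differed between day 7 and day 42 for every library, so a value within tags cannot be had. For day 42 against day 7 the count was 212 without replicate 2 and 233 without replicate 3 of day 7, and 385 without replicate 2 of day 42. Without replicate 3 of day 42 it was 432, 276 higher and 156 lower.

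With the inhibitors, GMT cells differed from dsRed cells within 2 days of infection. Tnnt2 stood at 6862.9 ± 1026.4 CPM against 117.5 (log2 fold change 5.87 ± 0.37, edgeR adjusted p = 1.5e-13), Actc1 at 301.6 ± 80.4 against 0.124 (11.18 ± 1.0), Ryr2 at 437.5 ± 174.4 against 0.441 ± 0.0532 (9.94 ± 0.67) and Myh6 at 68.4 ± 66.4 against 0.347 (7.66 ± 1.1, 8.5e-06). Nppa, the atrial natriuretic peptide gene, had 0 counts in dsRed and 20.5 ± 4.43 CPM in GMT cells, at least 542-fold higher. Prrx1, a mesenchymal homeobox gene, fell from 569.6 ± 77.6 to 31.4 ± 2.32 CPM (-4.18 ± 0.38, 9.7e-10) and the matrix gene Fbn1 from 883.3 ± 284.1 to 112.1 ± 21.0 (-2.98 ± 0.39, 1.3e-06). Col1a1 (-0.45, 0.26), Postn (-2.22, 0.06) and Thy1 (0.43, 0.6) did not pass. The factors rose by 1.53 ± 0.22 (Gata4), 4.35 ± 0.38 (Mef2c) and 9.29 ± 0.57 (Tbx5). In all, 3199 genes were called, 1892 higher and 1307 lower. The balance of directions differed between settings. It was 1661 higher and 1147 lower with the tag as a term. With only the compared libraries it was 1898 and 1847, and in a fit of the shared-tag libraries alone 1624 and 1704. Within the shared tag Tnnt2 stood at 5.81, Myh6 at 6.48 and Prrx1 at -4.22 on the log2 scale. The macrophage gene Mrc1 stood at 140.2 ± 176.8 CPM in dsRed cells with the inhibitors and 17.5 ± 13.6 in GMT cells (-3.00 ± 1.3, 0.1).

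Day 2 lists with the inhibitors held 23 of 27 sarcomere genes higher (26 over the list alone; limma camera adjusted p = 9.21e-19, adjusted p = 0.0277 with an estimated correlation), 18 of 28 extracellular matrix genes lower and 1 higher (1.27e-19, adjusted p = 0.0122 estimated), 7 of 17 fibroblast identity genes lower and 1 higher (1.08e-08, adjusted p = 0.0122 estimated) and 12 of 24 TGF-beta response genes lower and 1 higher, Cnn1 by -4.92 ± 0.88 among them (1.96e-07, adjusted p = 0.0122 estimated). Respiratory chain genes rose in 11 of 25 cases (21 over the list alone; 1.96e-07, adjusted p = 0.147 estimated) and fatty acid oxidation genes in 8 of 20 (13 over the list alone), with Acaa2 at 3.69 ± 0.33 (1.52e-06, adjusted p = 0.0897 estimated). Glycolysis went the other way, with 6 of 16 genes lower and 1 higher, including Slc2a1 (-1.78 ± 0.23) and Ldha (-1.27 ± 0.17; 0.0209, adjusted p = 0.308 estimated). G2/M genes fell in 8 of 21 cases (19 over the list alone), although Cenpa rose by 2.54 ± 0.29 (3.13e-11, adjusted p = 0.147 estimated). Interferon genes rose in 6 of 23 cases and fell in 1, with Isg15 at 2.36 ± 0.59 (0.0209, adjusted p = 0.47 estimated), and inflammatory cytokines fell in 6 of 21, with Il6 at -4.19 ± 1.1 (0.00136, adjusted p = 0.232 estimated). Of the cardiomyocyte signature, 92 of the 200 highest genes rose and 2 fell, while 75 of the 200 lowest fell and 20 rose.

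Between day 1 and day 3 with the inhibitors, 399 genes were called, 162 higher and 237 lower, but the balance of the directions was not stable between settings. Csrp3 rose from 17.8 ± 4.31 to 137.4 ± 19.3 CPM (log2 fold change 2.95 ± 0.38, edgeR adjusted p = 7.1e-05) and Mybpc3, myosin binding protein C, from 25.7 ± 12.9 to 146.8 ± 10.7 (2.51 ± 0.34, 8.7e-05). Isg15, an interferon-stimulated ubiquitin-like gene, rose from 2.65 ± 1.11 to 37.7 ± 6.36 (3.82 ± 0.63, 0.0017) and the guanylate-binding gene Gbp6 from 0.0873 ± 0.0378 to 5.06 ± 1.74 (5.73 ± 0.87, 0.00033). Rrm1 fell by 1.42 ± 0.26 on the log2 scale (0.004) and Mcm6 by 1.64 ± 0.37 (0.019). The macrophage gene Cd68 fell from 269.9 ± 269.9 to 20.4 ± 5.24 CPM (-3.73 ± 0.96, 0.04), and the value was 0.58 within the shared tag, which 1 library of day 1 carried. Myh6 (-0.20, 0.93), Tnnt2 (0.52 ± 0.3, 0.39), Col1a1 (-0.52 ± 0.26, 0.32), Actc1 (0.87 ± 0.62, 0.52), Nppa (2.50 ± 0.81, 0.098), Ryr2 (0.95 ± 0.44, 0.26), Postn (-0.02 ± 0.78, 1.0) and Thy1 (0.58 ± 0.48, 0.59) did not pass. The same held for Gata4 (0.65 ± 0.22, 0.099), Mef2c (0.17 ± 0.33, 0.85) and Tbx5 (0.10 ± 0.39, 0.93).

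The count of day 3 against day 1 and its directions moved with the libraries used. It was 33 with the tag as a term (29 higher and 4 lower), 9 in a fit of the 6 compared libraries alone (9 and 0) and 19 against a fold of 2 (16 and 3). Without replicates 1, 2 and 3 of day 1 in turn it was 1233 (430 higher and 803 lower), 75 (57 and 18) and 140 (46 and 94). Without those of day 3 it was 121 (75 and 46), 35 (30 and 5) and 74 (56 and 18). Csrp3 (2.64), Mybpc3 (1.89) and Isg15 (4.26) kept their direction beside the 1 day 1 library of the shared tag. In the lists, DNA replication genes fell in 4 of 21 cases (11 over the list alone; limma camera adjusted p = 1.29e-14, adjusted p = 0.206 with an estimated correlation). Interferon genes rose in 5 of 23 (12 higher and 1 lower over the list alone; 1.23e-07, adjusted p = 0.515 estimated), sarcomere genes rose in 3 of 27 (3.75e-05, adjusted p = 0.662 estimated), macrophage markers fell in 2 of 17 (15 over the list alone; 2.15e-05, adjusted p = 0.778 estimated) and 1 G2/M gene rose (6.54e-11, adjusted p = 0.515 estimated). Of the cardiomyocyte signature, 12 of the 200 highest genes rose and 1 fell, while 9 of the 200 lowest fell and 2 rose.

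From day 3 to day 21 with the inhibitors 900 genes were called, 355 higher and 545 lower. Nid1, a basement membrane nidogen, fell from 686.9 ± 123.2 to 32.5 ± 9.37 CPM (log2 fold change -4.40 ± 0.39, edgeR adjusted p = 2.3e-08), Col1a1 from 910.5 ± 264.8 to 148.8 ± 28.7 (-2.61 ± 0.28, 3.9e-07) and Vim, vimentin, from 2473.3 ± 207.6 to 750.2 ± 263.0 (-1.72 ± 0.24, 5.4e-05). Postn (-3.19 ± 0.86, 0.03) and Thy1 (-1.69 ± 0.49, 0.042) fell as well. Axin2, a feedback gene of Wnt signalling, rose from 0.948 ± 0.401 to 11.9 ± 6.67 (3.65 ± 0.95, 0.022). Isg15 fell by 2.84 ± 0.6 on the log2 scale (0.0053). Myh6 (2.39 ± 0.79, 0.078), Tnnt2 (-0.84, 0.093), Ryr2 (0.64 ± 0.44, 0.44), Actc1 (0.73 ± 0.62, 0.54) and Nppa (-1.59 ± 0.78, 0.26) did not pass. Neither did Gata4 (-0.06 ± 0.21, 0.92), Mef2c (-0.49 ± 0.33, 0.43) or Tbx5 (-0.03 ± 0.39, 0.98). The balance of directions differed in other tests, with 818 higher and 810 lower by DESeq2 and 29 and 29 against a fold of 2, and the common-dispersion likelihood ratio test had 1303 higher and 1045 lower and the exact test 1164 and 910. The count was 379 with the tag as a term. It was 457, 430 and 373 without replicates 1, 2 and 3 of day 3 in turn, and 421 and 417 without replicates 2 and 3 of day 21. Nid1 stood at -3.97 within the shared tag, which 1 library of day 21 carried.

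Extracellular matrix genes fell in 11 of 28 cases between day 3 and day 21 and 1 rose, with Timp1 at -3.12 ± 0.47 and Dcn at 2.82 ± 0.6 (limma camera adjusted p = 5.4e-11, adjusted p = 0.343 with an estimated correlation). G2/M genes fell in 10 of 21 cases (20 over the list alone), with Cdk1 at -3.06 ± 0.83 (3.27e-12, adjusted p = 0.407 estimated), DNA replication genes in 3 of 21 (11 over the list alone; 5.96e-07, adjusted p = 0.534 estimated) and interferon genes in 3 of 23 (7 over the list alone; 4.3e-06, adjusted p = 0.534 estimated). Calcium handling had 4 of 23 higher, including Cacnb2 (2.15 ± 0.47; 0.00616, adjusted p = 0.534 estimated). TGF-beta response genes fell in 5 of 24 cases (0.119). Of the cardiomyocyte signature, 19 of the 200 highest genes rose and 0 fell, while of the 200 lowest 7 rose and 9 fell. Over the 6 days with inhibitors, 2846 genes changed with time, and 1496 with day 1 left out.

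**Figure D2:**
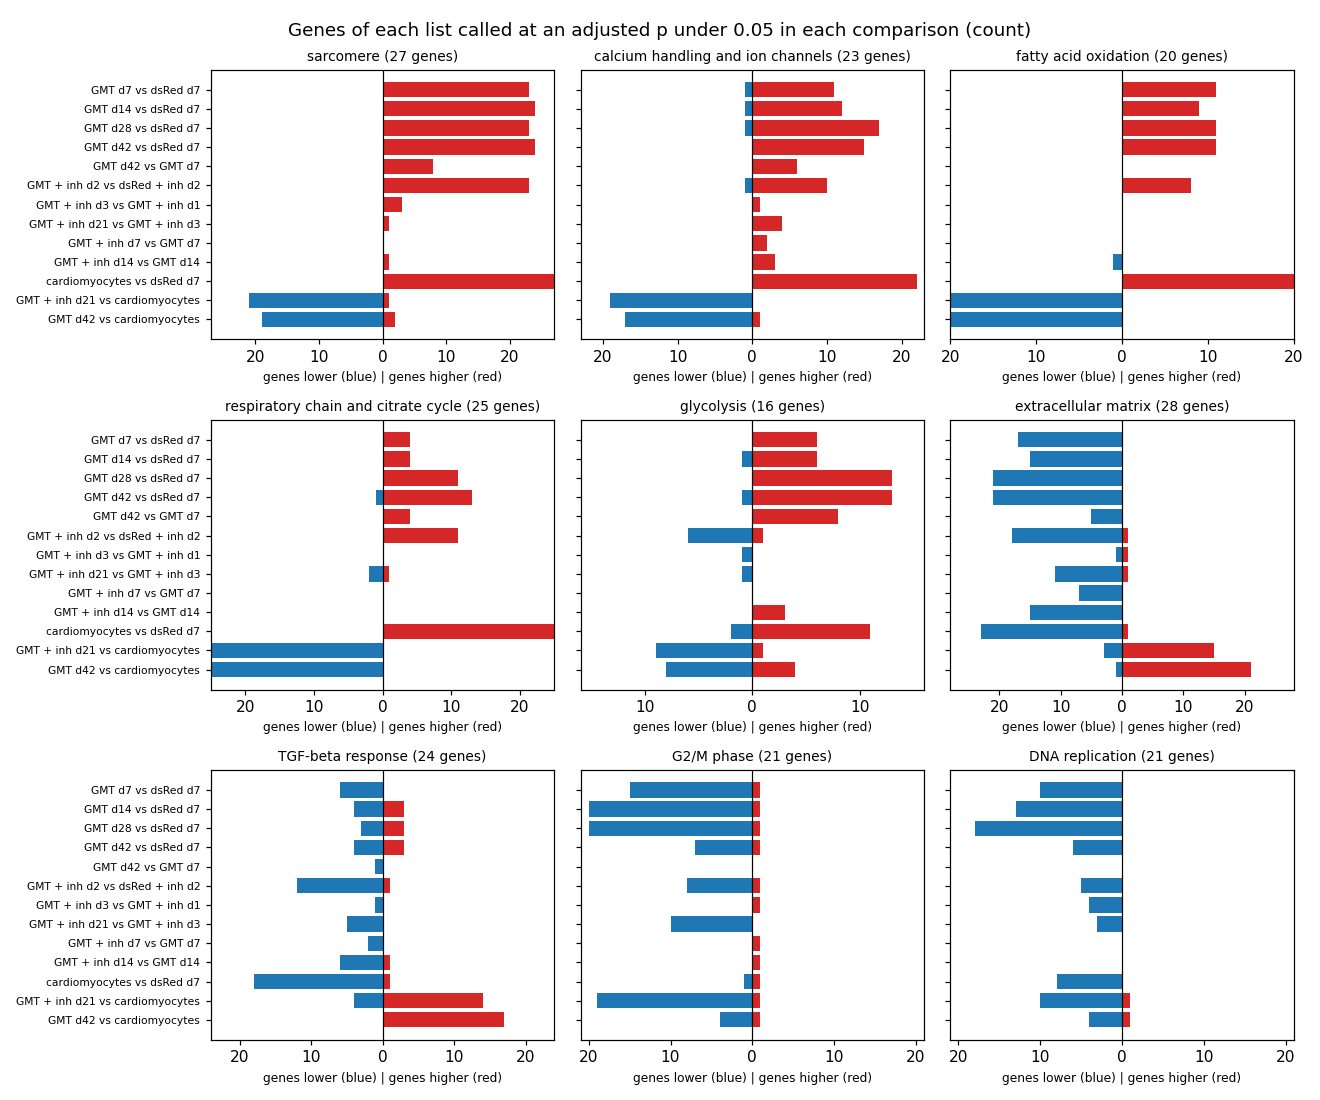
Number of genes of 9 lists called higher (red, to the right) or lower (blue, to the left) at an adjusted p under 0.05 in each of the 13 comparisons. Sarcomere genes were higher in 23 or 24 of 27 cases in each GMT group set against dsRed day 7, and all 25 respiratory chain genes were lower in both GMT groups set against cardiomyocytes.

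On day 7, 185 genes were called in GMT cells with against without the inhibitors, 34 higher and 151 lower. Lox, lysyl oxidase, which cross-links collagen, fell from 285.7 ± 87.4 to 21.1 ± 7.64 CPM (log2 fold change -3.76 ± 0.49, edgeR adjusted p = 5.1e-05), and Col1a1 from 537.3 ± 42.3 to 233.1 ± 14.7 (-1.20 ± 0.27, 0.016). The TGF-beta target Pmepa1 (-2.00 ± 0.34, 0.0018) and the Wnt-induced gene Wisp1 (348.6 ± 24.4 to 81.6 ± 9.44 CPM, -2.09 ± 0.29, 5.2e-05) fell. Nos1 fell from 30.6 ± 16.4 to 0.485 ± 0.376 CPM (-5.99 ± 0.91, 0.00029). Trdn, triadin of the calcium release unit, rose from 10.9 ± 2.89 to 48.7 ± 4.05 (2.15 ± 0.49, 0.025) and Mycn from 4.12 ± 0.72 to 17.0 ± 5.84 (2.05 ± 0.42, 0.0084). Myh6 stood at 568.2 ± 126.5 CPM with and 122.1 ± 75.5 without the inhibitors (2.22 ± 0.79, 0.21), and Actc1 (1.53 ± 0.63, 0.3), Tnnt2 (0.88, 0.17), Ryr2 (1.20, 0.23), Nppa (0.54 ± 0.77, 0.89), Postn (-2.50 ± 0.83, 0.17) and Thy1 (1.49 ± 0.49, 0.15) did not pass either. Nor did Gata4 (-0.10 ± 0.21, 0.94), Mef2c (-0.25 ± 0.33, 0.88) or Tbx5 (-0.37 ± 0.39, 0.83).

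Library tags were confounded with the inhibitors on day 7, since only replicate 1 of GMT without inhibitors carried the tag of the treated libraries. Beside that library, Lox stood at -3.25, Wisp1 at -1.99, Col1a1 at -1.15, Nos1 at -4.90 and Myh6 at 1.46 on the log2 scale, with no replicate on the untreated side. The count was 23 with the tag as a term in the fit of all libraries. Without replicates 1, 2 and 3 of GMT day 7 in turn the count was 366, 76 and 46, and without replicates 1 and 2 of the treated cells it was 67 and 30. In the lists, extracellular matrix genes fell in 7 of 28 cases (14 over the list alone; limma camera adjusted p = 1.47e-10, adjusted p = 0.0932 with an estimated correlation), TGF-beta response genes in 2 of 24 (8 over the list alone; 0.000566, adjusted p = 0.0932 estimated), Wnt response genes in 1 of 17 (0.00457, adjusted p = 0.0821 estimated) and epicardial markers in 2 of 12 (10 over the list alone), with Bnc1 at -3.45 ± 0.78 (2.67e-08, adjusted p = 0.0821 estimated). Sarcomere genes were higher in 7 of 27 cases over the list alone (2.25e-06, adjusted p = 0.435 estimated). Of the cardiomyocyte signature, 22 of the 200 lowest genes fell and 0 rose, while 2 of the 200 highest rose.

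On day 14 the inhibitors were followed by 1392 called genes, 638 higher and 754 lower. Lox fell from 368.8 ± 93.3 to 8.24 ± 1.24 CPM (log2 fold change -5.48 ± 0.53, edgeR adjusted p = 1.8e-07), Wisp1 from 337.7 ± 44.9 to 64.5 ± 18.2 (-2.39 ± 0.29, 4.5e-06) and Col1a1 from 353.3 ± 41.5 to 146.7 (-1.27 ± 0.27, 0.0033). Postn (-2.73 ± 0.84, 0.044) and the fibroblast factor Tcf21 (-3.19 ± 0.71, 0.0058) fell. Ryr2 rose from 370.3 ± 50.7 to 1005.0 CPM (1.44 ± 0.44, 0.044), Mycn from 3.77 ± 0.604 to 27.8 ± 1.91 (2.88 ± 0.43, 8.4e-05) and the fibroblast surface gene Thy1 by 1.55 ± 0.49 (0.048). Myh6 stood at 931.0 ± 288.2 CPM with and 178.9 ± 27.8 without the inhibitors (2.38 ± 0.79, 0.065), and it did not pass. Nor did Tnnt2 (0.86, 0.075), Actc1 (0.92 ± 0.62, 0.42), Nppa (-0.65 ± 0.77, 0.68), Gata4 (0.05 ± 0.21, 0.93), Mef2c (0.25 ± 0.33, 0.72) or Tbx5 (0.31 ± 0.39, 0.7). The endothelial genes Emcn and Pecam1 had 0 counts with the inhibitors, at least 93.3-fold and 41.8-fold lower, from 3.03 ± 3.09 and 1.34 ± 1.21 CPM. The mesothelial gene Upk3b fell from 622.7 ± 61.4 to 36.4 ± 25 CPM (-4.10 ± 0.88, 0.0054).

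No tag was shared by the GMT groups of day 14, and with the tag as a term 5 genes were called, 1 higher and 4 lower. Tested against a fold of 2, 66 were called, 3 higher and 63 lower. In the fit with the tag Lox stood at -4.42, Wisp1 at -2.22, Mycn at 2.85 and Ryr2 at 0.11 on the log2 scale. Without replicates 1, 2 and 3 of GMT day 14 in turn the count was 691, 499 and 566, and without those of the treated cells it was 830, 894 and 612. The day 14 lists held 15 of 28 extracellular matrix genes lower (22 over the list alone; limma camera adjusted p = 6.65e-18, adjusted p = 0.0545 with an estimated correlation), 6 of 24 TGF-beta response genes lower and 1 higher (8.2e-05, adjusted p = 0.0769 estimated), 5 of 12 epicardial markers lower (8.49e-07, adjusted p = 0.0822 estimated) and 3 of 17 Wnt response genes lower, with Nkd2 at -3.28 ± 0.59 (0.131). Calcium handling had 3 of 23 higher (0.0245, adjusted p = 0.67 estimated) and sarcomere genes 1 of 27, Mybpc3 at 1.15 ± 0.32 (8 higher and 1 lower over the list alone; 0.0178, adjusted p = 0.674 estimated). Neuronal and glial markers fell in 3 of 8 cases, with Tubb3 at -2.70 ± 0.81 (0.0245, adjusted p = 0.0822 estimated), and endothelial markers in 2 of 13 (0.0178, adjusted p = 0.0925 estimated). Of the cardiomyocyte signature, 55 of the 200 lowest genes fell and 1 rose, while 22 of the 200 highest rose and 1 fell.

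Whether the effect of the inhibitors differed between day 7 and day 14 was tested as an interaction. No gene of 18551 had an adjusted p under 0.05 in the edgeR quasi-likelihood test, 577 had an unadjusted p under 0.05, and DESeq2 called 3. Lox differed by -3.76 ± 0.49 on day 7 and -5.48 ± 0.53 on day 14.

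**Figure D3:**
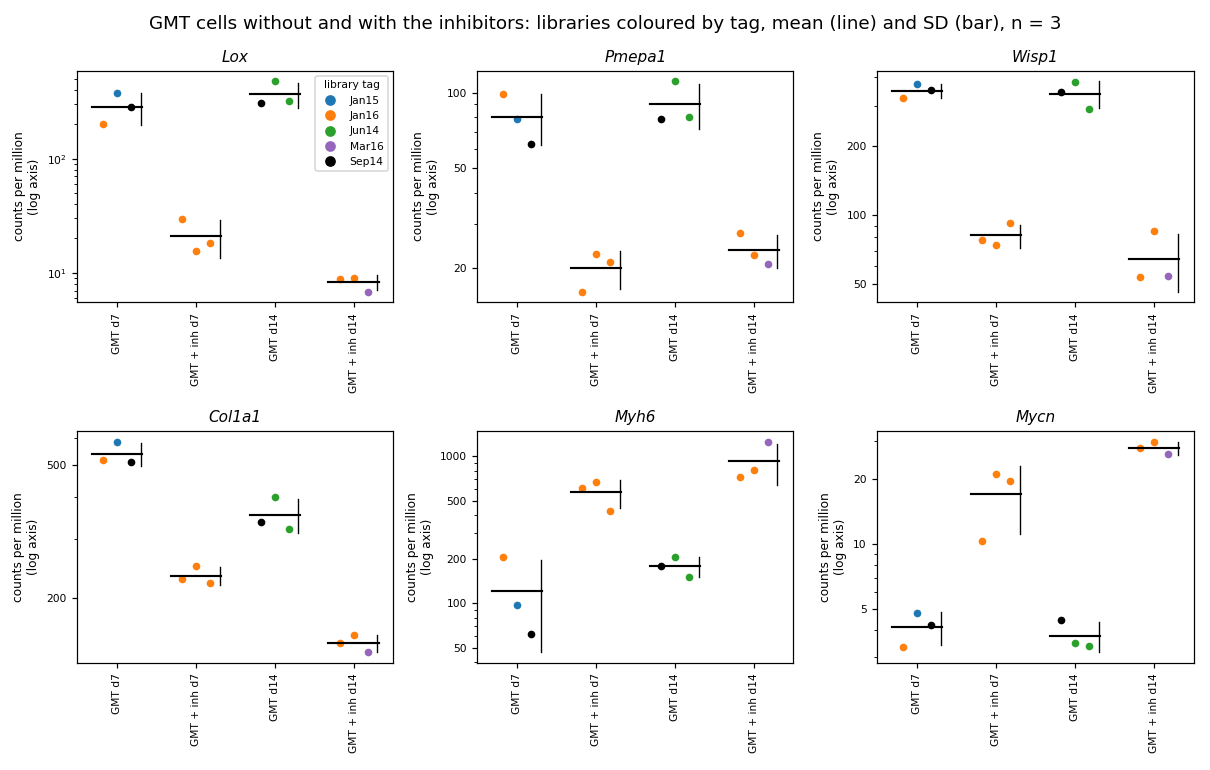
CPM on a log axis for 6 genes in GMT cells without and with the inhibitors (inh) on days 7 and 14, with points for libraries coloured by tag, a line for the mean and a bar for the standard deviation, n = 3. Lox averaged 285.7 without and 21.1 with the inhibitors on day 7, and 368.8 and 8.24 on day 14, and only 1 untreated library carried a tag found among the treated ones.

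Neonatal cardiomyocytes marked the scale of the cardiac genes. Beside dsRed day 7, Myh6 stood at 9337.7 ± 537.3 CPM (log2 fold change 13.36 ± 1.3, edgeR adjusted p = 9.8e-10), Actc1 at 26714.4 ± 5853.6 (17.71 ± 1.2), Nppa at 114.2 ± 71.7 (10.05 ± 1.3), Ryr2 at 3588.0 ± 572.5 (13.28 ± 0.76) and Tnnt2 at 6232.3 ± 1452.2 (6.16 ± 0.37). Myl2, the ventricular regulatory light chain, had 0 counts in dsRed and 5565.4 ± 757.1 CPM here, at least 92000-fold higher, and myoglobin (Mb) was at least 20900-fold higher. Gata4 (1.89 ± 0.22), Mef2c (2.14 ± 0.35) and Tbx5 (6.16 ± 0.52) rose, the last to 89.7 ± 24.8 CPM. Col1a1 fell to 53.6 ± 15.1 CPM (-4.98 ± 0.31), Fn1 from 10182.9 ± 1111.1 to 49.1 ± 7.04 (-7.70 ± 0.39) and Thy1 to 1.12 ± 1.94 (-6.75 ± 0.67), while Postn did not pass (0.07, 0.95). In all, 9363 genes were called, 3788 higher and 5575 lower, and the median log2 fold change of all genes was -0.34. With the scaling shifted so that this median was 0, 4978 were higher and 4495 lower, but such a shift by itself balances the directions. Cardiomyocytes carried a tag of their own, so values within tags cannot be had for any comparison with them.

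Every member of several lists rose in cardiomyocytes over dsRed day 7: 27 of 27 sarcomere genes (limma camera adjusted p = 5.95e-20, adjusted p = 0.015 with an estimated correlation), 20 of 20 fatty acid oxidation genes, with Fabp3 at 9.73 ± 0.88 (9.99e-27, adjusted p = 0.000203 estimated), and 25 of 25 respiratory chain genes, with Cox6a2 at 10.39 ± 0.86 (8.37e-38, adjusted p = 0.000203 estimated). Calcium handling had 22 of 23 higher, with Pln, phospholamban, at 11.80 ± 0.89 (4.27e-16, adjusted p = 0.00685 estimated), cardiac transcription factors 18 of 19 (3.92e-17, adjusted p = 0.000203 estimated), ventricular genes 9 of 10 and 1 lower (2.07e-09, adjusted p = 0.000937 estimated) and atrial genes 6 of 10 and 2 lower (0.0577). Extracellular matrix genes fell in 23 of 28 cases and 1 rose (1.33e-12, adjusted p = 0.0319 estimated), TGF-beta response genes in 18 of 24 (0.00015, adjusted p = 0.0327 estimated) and interferon genes in 19 of 23 (0.000629, adjusted p = 0.385 estimated). Genes of the immediate early and dissociation response list rose in 11 of 19 cases and fell in 4 (0.0159, adjusted p = 0.385 estimated). Those that rose included the heat shock gene Hspa1a at 3.93 ± 0.6 and Fosb at 2.71 ± 0.7.

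Beside cardiomyocytes, GMT cells on day 42 had Tnnt2 at 7385.8 ± 2671.8 against 6232.3 ± 1452.2 CPM (log2 fold change 0.25, edgeR adjusted p = 0.51), while most other cardiac genes were lower. Myh6 stood at 1457.5 ± 1112.9 against 9337.7 ± 537.3 (-2.68 ± 0.8, 0.0069), Actc1 at -3.80 ± 0.69 (3.8e-05) and Ryr2 at -2.48 ± 0.46 (4.9e-05). Myl3 had 0 counts in GMT cells, at least 49600-fold lower, and Myl2 had 2 counts, a ratio of 189000 with a 95% counting interval from 52200 to 1560000. Pln stood at 11.6 ± 8.5 against 4177.2 ± 454.5 CPM (-8.49 ± 0.76, 2.9e-10) and the homeobox factor Nkx2-5 at 0.0615 ± 0.107 against 28.6 ± 14.3 (-8.78 ± 1.3, 1.4e-06). The atrial light chains Myl4 (3.64 ± 0.55, 2.6e-06) and Myl7 (2.24 ± 0.59, 0.0026) stood higher in GMT cells, as did Col1a1 (2.30 ± 0.28), Thy1 (5.96 ± 0.65), Tbx5 (2.68 ± 0.42) and Mef2c (2.67 ± 0.35). Gata4 (0.47 ± 0.22, 0.07), Nppa (-1.87 ± 0.79, 0.052) and Postn (-0.46 ± 0.79, 0.65) did not pass. In all, 9107 genes were called, 5711 higher and 3396 lower, with a median log2 fold change of 0.36 over all genes. In a fit of the 6 compared libraries alone, 4896 were called, 2852 higher and 2044 lower.

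Energy metabolism separated GMT day 42 from cardiomyocytes across whole lists: 20 of 20 fatty acid oxidation genes were lower, Cd36 by -7.30 ± 1.4 and Fabp3 by -5.64 ± 0.73 (limma camera adjusted p = 4.99e-27, adjusted p = 0.000228 with an estimated correlation), and 25 of 25 respiratory chain genes were lower, Cox6a2 by -4.60 ± 0.62 (4.07e-38, adjusted p = 0.000228 estimated). Glycolysis had 4 of 16 genes higher and 8 lower, with Slc2a1 at 1.94 ± 0.24 and Pfkm at -2.50 ± 0.31 (0.201). Cardiac transcription factors had 16 of 19 lower and 2 higher (3.74e-13, adjusted p = 0.000822 estimated), ventricular genes 9 of 10 lower and 1 higher (5.47e-11, adjusted p = 0.000404 estimated), calcium handling 17 of 23 lower and 1 higher (2.77e-12, adjusted p = 0.0219 estimated) and sarcomere genes 19 of 27 lower and 2 higher (6.02e-10, adjusted p = 0.115 estimated). Extracellular matrix genes were higher in 21 of 28 cases and lower in 1 (2.36e-05, adjusted p = 0.237 estimated), TGF-beta response genes higher in 17 of 24 (0.000777, adjusted p = 0.0874 estimated), and macrophage markers higher in 16 of 17 (0.0797).

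GMT cells on day 21 with the inhibitors also stood apart from cardiomyocytes. Tnnt2 stood at 4056.0 ± 1394.6 CPM (log2 fold change -0.62, edgeR adjusted p = 0.08), Myh6 at 772.9 ± 635.5 (-3.59 ± 0.83, 0.00073), Actc1 at 997.5 ± 622.4 (-4.74 ± 0.72, 2.9e-06) and Ryr2 at 1043.3 ± 306.0 (-1.78 ± 0.45). Nppa (-2.29 ± 0.8, 0.019) and Postn (-3.51 ± 0.88, 0.0015) were lower. Myl2 stood at 0.26 ± 0.287 against 5565.4 ± 757.1 (-14.32 ± 2.0, 2.6e-06), Pln at 14.2 ± 8.95 (-8.21 ± 0.75, 4.3e-10) and Nkx2-5 at 0.111 ± 0.0432 (-7.95 ± 1.2, 2.4e-06). The creatine kinase gene Ckm had 0 counts, at least 15300-fold lower. Secretogranin 2 (Scg2) had 0 counts in cardiomyocytes and was at least 11600-fold higher, with 1116.7 ± 1046.8 CPM over uneven libraries. Tbx5 (3.68 ± 0.44), Mef2c (2.74 ± 0.36), Gata4 (0.64 ± 0.22, 0.014), Col1a1 (1.47 ± 0.27) and Thy1 (6.80 ± 0.67) stood higher than in cardiomyocytes. In all, 9539 genes were called, 5847 higher and 3692 lower, with a median log2 fold change of 0.36 over all genes. In a fit of the 6 compared libraries alone, 5681 were called, 3255 higher and 2426 lower.

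The lists of day 21 beside cardiomyocytes had 25 of 25 respiratory chain genes lower (limma camera adjusted p = 1.73e-37, adjusted p = 0.000262 with an estimated correlation), 20 of 20 fatty acid oxidation genes lower, Fabp3 by -7.28 ± 0.78 (2.31e-25, adjusted p = 0.000262 estimated), and 9 of 10 ventricular genes lower and 1 higher (4.1e-10, adjusted p = 0.000751 estimated). Cardiac transcription factors had 16 of 19 lower and 2 higher, with Smyd1 at -7.55 ± 0.71 (5.59e-13, adjusted p = 0.000954 estimated), calcium handling 19 of 23 lower (8.92e-12, adjusted p = 0.0272 estimated) and sarcomere genes 21 of 27 lower and 1 higher (3.38e-13, adjusted p = 0.0652 estimated). G2/M genes were lower in 19 of 21 cases and higher in 1, with Ube2c at -4.75 ± 0.84 (1.3e-06, adjusted p = 0.358 estimated). Extracellular matrix genes were higher in 15 of 28 cases and lower in 3 (0.0276, adjusted p = 0.475 estimated), interferon genes higher in 18 of 23 (0.00414, adjusted p = 0.466 estimated) and macrophage markers in 16 of 17 (0.0859). The immediate early genes Fos (-2.92 ± 0.63) and Jun (-2.85 ± 0.39) were lower.

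**Figure D4:**
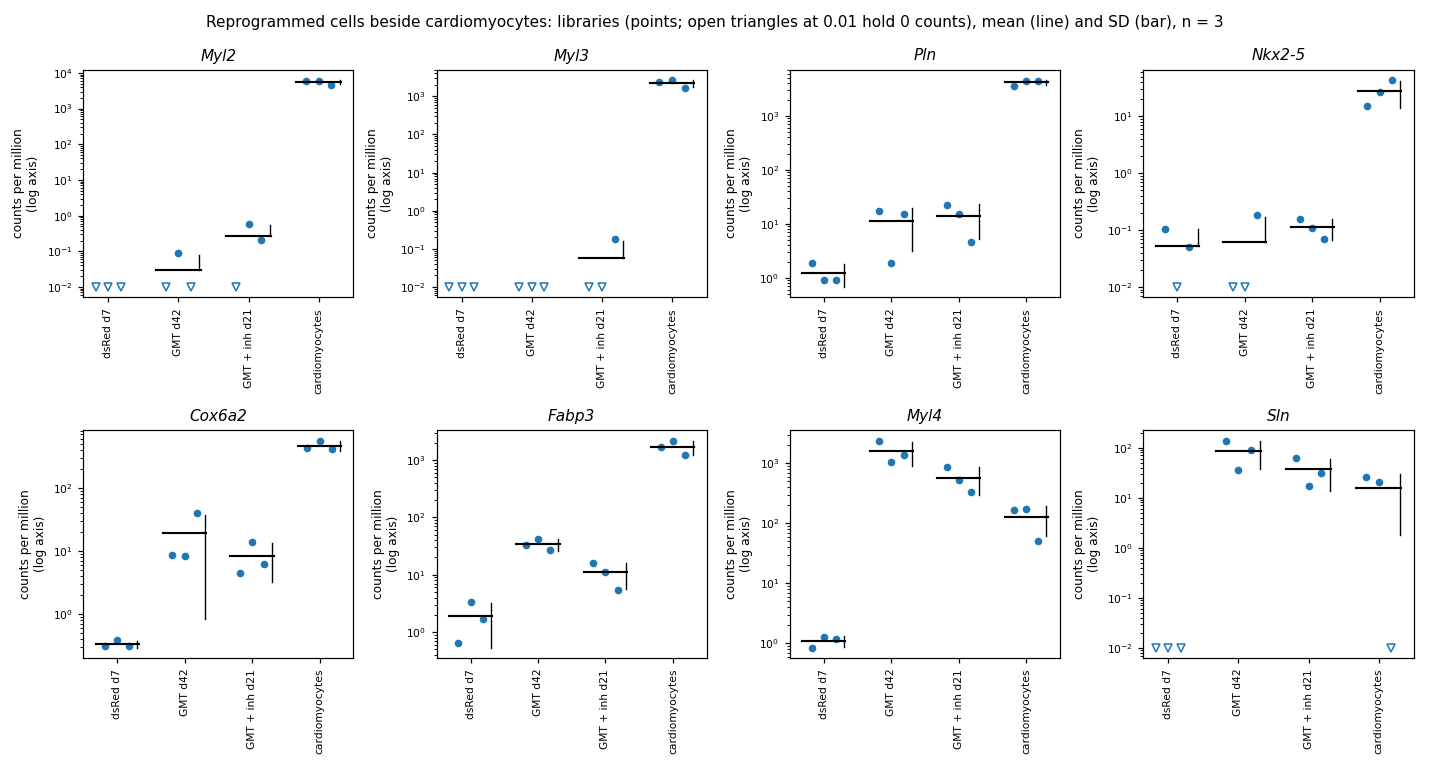
CPM on a log axis for 8 genes in dsRed day 7, GMT day 42, GMT day 21 with inhibitors (inh) and cardiomyocytes, with points for libraries, open triangles for libraries with 0 counts, a line for the mean and a bar for the standard deviation (only its upper part where it exceeds the mean), n = 3. Pln averaged 11.6 in GMT day 42, 14.2 in GMT day 21 with inhibitors and 4177.2 in cardiomyocytes, while Myl4 averaged 1602.2 in GMT day 42 and 128.6 in cardiomyocytes.

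The deposited table of the authors held its own false discovery rates for the same 13 comparisons over 21809 genes. Under 0.05 it held 133 genes for GMT day 7 against dsRed, 117 for day 14, 383 for day 28 and 309 for day 42. For GMT day 2 with inhibitors it held 226. Each of these genes was also called here with the same sign. Lower among them were 0 for day 7, 2 for day 14, 55 for day 28, 24 for day 42 and 12 for day 2. Under 0.05 the table thus held mostly higher genes in these comparisons. For day 7 it held 0 of the 985 genes called lower here. For cardiomyocytes against dsRed it held 5834 genes, of which 5768 were also called here, for GMT day 21 with inhibitors against cardiomyocytes 5763 (5687 shared) and for GMT day 42 against cardiomyocytes 5066 (5013 shared), all with the same sign. It held 0 genes for GMT day 42 against day 7, for day 3 against day 1 and day 21 against day 3 with inhibitors, and for the inhibitors on day 7 and day 14, where 584, 399, 900, 185 and 1392 genes were called here. The test behind those values is not given in the sources used here beyond the name edgeR. Myh6, Tnnt2 and Ryr2 were among the genes called here in each comparison of GMT cells with dsRed cells. For Myh6 the sort for GFP favours such a call by itself.

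Intervals and floors for genes with few counts cover counting error only, and groups of 3 libraries leave the spread between replicates poorly known. The camera p-values assume a fixed correlation between genes of a list, and where the value with an estimated correlation exceeds 0.05 the list is not called by that version.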

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

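In this part the further condition on the comparison with day 7, the further condition on scaling, the positions of replicates 2 and 3 of day 1, the look at macrophage genes, the number of detected genes and the definition of each pattern were chosen only after the results were seen, while the tests themselves and their bounds were set before. Apart from the positions of the day 1 libraries, groups of 3 libraries were not tested for single deviating samples. The part therefore holds 3 patterns and the splits of the samples.

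The inhibitors were followed by 1392 called genes on day 14, with Lox at -5.48 on the log2 scale. With the tag as a term the median log2 fold change of these genes, signed by their direction, went from 1.12 to 0.46 (quartiles 0.13 and 1.07, 84.4% with the same sign, median standard error from 0.27 to 0.53), but only 1 library links the tags, so this cannot be told apart from a difference between tags. The same genes had a signed median of 0.61 on day 7, a fraction of 0.54 (97.2% with the same sign), which met the bound set for a shared response to the inhibitors. Beside the 1 GMT library of day 7 that shares the tag of the treated cells the median was 0.26 (74.6% with the same sign), and since that condition was added after the values were seen, the response shared with day 7 stays open as well. A real response of GMT cells to the inhibitors may lie behind part of the pattern, but the tags leave its size undecided.

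Between day 1 and day 3 with the inhibitors, 399 genes were called and 33 with the tag as a term. Within days 2, 14 and 21 the 2 tags differed over the called genes by a signed median of 0.26 (0.28, 0.16 and 0.37 per day), a fraction of 0.16 of the median change of 1.6, with 79.9% of the same sign, which argues against the tag as the whole cause. Replicate 1 of day 1, the library with the tag of day 3, lay at a median position of 0.88 between the other day 1 libraries (0) and day 3 (1) over 1224 genes called without it (quartiles 0.53 and 1.13), and without it 1233 genes were called. The same measure, each over the genes called without that library, was 0.32 for replicate 2 (75 genes) and 0.15 for replicate 3 (140 genes). Both values count replicate 1 among the other day 1 libraries. Choosing the genes this way may move a library part of the way by itself, which was not tested. Replicate 1 thus resembled day 3 over the 1224 genes called without it, and why it did stays open. The cells were sorted as Thy1+ and GFP- before infection and as GFP+ afterwards, per the labels, yet the other day 1 libraries held Cd68 at 551.6 and 244.4 CPM against 13.7 in replicate 1 and 20.4 on average on day 3, and Mrc1 at 358.8 and 114.2 against 8.69. The source of these transcripts and a biological difference between the cells of these libraries were not tested.

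In cardiomyocytes against dsRed day 7, 59.5% of the called genes were lower. After the counts outside mitochondrial genes of all libraries were thinned to 5.44 M, 8668 genes were called, 3652 higher and 5016 lower, so that 57.9% were lower, which argues against the lower number of such counts in cardiomyocytes as the whole cause. With the scaling shifted by the median of -0.34 so that the median of all genes was 0, 9473 genes were called, 4978 higher and 4495 lower (47.5% lower). Such a shift by itself balances the directions, so this share decides nothing about scaling. DESeq2 (57.8%) and RLE size factors (58.3%) kept more genes lower, but each sets its own scale from the same counts. In a fit of the 6 compared libraries alone the imbalance was smaller, with 3057 higher and 3588 lower. The median of all genes was -0.11 in that fit. Scaling thus stays open for the share of called genes. It does not account for the number of detected genes. With that shift in its favour and all 6 libraries thinned to the same scaled depth, cardiomyocyte libraries held 14908 to 15221 genes with any count against 18628 to 18786 in dsRed day 7. With at least 10 counts there were 11629 to 11823 against 12226 to 12448 genes, and with at least 100 counts 6895 to 6956 against 6349 to 6502. The lower number thus lay among weakly expressed genes, and no biological cause of it was tested.

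Other splits of the compared libraries were fitted on those libraries alone. For 3 against 3 libraries there are 10 splits, too few for a share under 0.05. In each of the 13 pairs of groups 1 of 10 splits, the real one, called as many genes, and the highest other called 0. The real values were 4181 (GMT day 7), 6365 (day 14), 6094 (day 28) and 3590 (day 42) against dsRed, 12 (GMT day 42 against day 7), 3745 (GMT day 2 with inhibitors against dsRed), 9 (day 3 against day 1), 843 (day 21 against day 3), 337 and 2614 (inhibitors on days 7 and 14), 6645 (cardiomyocytes against dsRed), and 5681 and 4896 (GMT day 21 with inhibitors and GMT day 42 against cardiomyocytes). For the time courses, 1 of 100 drawn splits reached the real value both without inhibitors (1047, highest other 416) and with them (2248, highest other 202). That excludes an arbitrary grouping at that level. The splits ignore the tags, and without inhibitors days 28 and 42 share a tag that days 7 and 14 lack. A difference between tags is therefore not excluded for the course without inhibitors. With inhibitors, 1976 genes were called with the tag as a term against 2846 without it, and 1827 genes were called in both fits. For that course this argues against the tags as the whole cause. For the interaction the real value was 0, so 100 of 100 splits reached it by construction, and that number does not exclude an arbitrary grouping. Separately, the highest other split called 3207 genes, which points to a structure of the samples. It set 5 treated libraries with replicate 1 of GMT day 7 against the other 5 untreated libraries with 1 treated one, so it followed the inhibitors and their tags. With the tag as a term the real interaction called 0 genes by edgeR, 198 had an unadjusted p under 0.05, and DESeq2 called 3 without that term. The camera test with the preset correlation called more lists in another split than in the real one for the inhibitors on day 7 (14 against 7) and day 14 (8 against 6), day 3 against day 1 (12 against 7), GMT day 42 against day 7 (12 against 9), GMT day 7 against dsRed (11 against 9) and GMT day 42 against cardiomyocytes (15 against 14), so the list p-values with a preset correlation do not exclude such splits.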

How the results depend on the processing

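In this part the fits without cardiomyocyte libraries, without mitochondrial genes or without day 1 and the likelihood ratio and exact tests were chosen only after the results were seen, as was the definition of a reversed named gene (opposite signs after rounding to 2 decimals). Among the alternatives of the 18 results, 185 stayed within 1.5 times the count of the report and 77 did not. Of 18548 values of named genes, 16482 kept their side of the threshold, 1825 were no longer called, 230 were newly called and 11 reversed. A change of sign in a gene called in neither fit was not counted as reversed. The cause of a change was not tested, except that a test against a fold of 2 calls fewer genes by construction. RLE size factors moved no count by over 1.5 times, nor did leaving out mitochondrial genes in the 3 comparisons with cardiomyocytes, and the replicate block moved none either (gene lists 150 calls against 142). No comparison had all 3 correlations between libraries of the same replicate number above 0.1, so the numbers were not treated as pairs. For the inhibitors on day 7 the correlations were 0.25, 0.01 and 0.21 for replicates 1, 2 and 3. Pairing of some libraries is therefore not excluded. The alternative for a table without counts did not apply, and the tag term could not be fitted for comparisons whose tags never meet. Depth of 5.44 M counts outside mitochondrial genes in the lowest library may limit calls of weakly expressed genes, which was not tested.

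Tested against a fold of 2, GMT against dsRed had 915 (day 7), 907 (day 14), 1538 (day 28) and 1356 (day 42) genes, GMT day 42 against day 7 had 0, where edgeR called 584 without that bound and DESeq2 1063, GMT day 2 with inhibitors 1014, day 3 against day 1 19, day 21 against day 3 58, the inhibitors 9 (day 7, each lower) and 66 (day 14), cardiomyocytes against dsRed 5508, and GMT day 21 with inhibitors and GMT day 42 against cardiomyocytes 5635 and 5112. Without a low-count filter day 3 against day 1 had 243. With the library tag as a term the counts were 1619 (GMT day 7 against dsRed), 33 (day 3 against day 1), 379 (day 21 against day 3), 23 and 5 (inhibitors on days 7 and 14). With only the libraries compared they were 6365 (GMT day 14 against dsRed), 12 (GMT day 42 against day 7), 9 (day 3 against day 1), 337 and 2614 (inhibitors), 5681 and 4896 (GMT day 21 with inhibitors and GMT day 42 against cardiomyocytes). With only libraries of shared tags they were 5319 and 6202 (GMT days 7 and 14 against dsRed) and 112 (inhibitors on day 7, with 1 untreated library and so no spread on that side). DESeq2 called 1063 (GMT day 42 against day 7), 1147 (day 3 against day 1), 1628 (day 21 against day 3, 50.2% higher against 39.4% by edgeR), 530 (inhibitors on day 7), 3 (interaction) and 1960 (time course without inhibitors). Without the cardiomyocyte libraries day 3 against day 1 had 637 and the inhibitors on day 7 290, and without day 1 the time course with inhibitors had 1496. The likelihood ratio test with a common dispersion, the one with a dispersion per gene and the exact test called 1128, 890 and 919 (GMT day 42 against day 7), 2004, 1024 and 1770 (day 3 against day 1), 2348, 1523 and 2074 (day 21 against day 3, with 1303 and 1164 higher in the common-dispersion tests) and 1087, 441 and 932 (inhibitors on day 7). With an estimated correlation 34 of the 142 list calls and 4 of the 11 signature calls were left.

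Leaving out 1 library gave ranges of 1925 to 2347 (GMT day 7 against dsRed), 2012 to 2208 (day 14), 3305 to 3856 (day 28), 2969 to 3913 (day 42), 212 to 542 (GMT day 42 against day 7), 2326 to 2605 (GMT day 2 with inhibitors), 35 to 1233 (day 3 against day 1), 373 to 1131 (day 21 against day 3), 30 to 366 and 499 to 894 (inhibitors on days 7 and 14), 8324 to 8899 (cardiomyocytes against dsRed), 8703 to 9114 and 8213 to 8755 (GMT day 21 with inhibitors and GMT day 42 against cardiomyocytes), 0 to 0 (interaction), 2560 to 3209 (time course with inhibitors) and 1117 (time course without inhibitors, 1 library). The range of the time course with inhibitors rests on leaving out only 2 of its libraries in turn. With the tag as a term 10 named genes of the inhibitors on day 14 reversed: Slc6a12 (-0.94), Ppargc1a (-0.35), Fabp3 (1.57), Hk2 (-0.05), Pfkp (-0.06), Inhba (-0.09), Gbp2 (0.08), Krt18 (0.14), Msln (0.18) and Gap43 (0.09). Beside the 1 day 1 library of the shared tag Cd68 reversed between day 1 and day 3 (0.58).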

Other observations

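In this part all genes and libraries were chosen only after their values were seen, and no test was planned for them. Some genes parted the 30 GMT libraries, with or without inhibitors and from day 1 to day 42, from the 9 libraries of dsRed cells and cardiomyocytes alike. A total of 132 genes with at least 1 CPM in every GMT library were higher there than in any other library. Another 21 genes were lower in every GMT library than in any other library. Libraries of a group are not independent draws, and the genes were picked for this pattern. How many genes would show it by chance was therefore not tested. The potassium channel gene Kcnc4 had at least 11 CPM in GMT libraries (median 117) and at most 0.106 elsewhere. The chloride channel gene Ano1 had at least 10.1 against 0.987, the secretogranin gene Scg2 at least 44.8 against 4.71, the prostaglandin receptor gene Ptgfr at least 1.58 against 0.198, the junction gene Jam2 at least 234 against 38.8 and Cd24a at least 177 against 60.9. The infected factors Tbx5 (347 against 118) and Mef2c (245 against 126) were among the 132, and Gata4 was not. The genes named here had wide gaps. Many others of the 132 had narrow ones, such as Nub1 (at least 20.8 against 20.4) and Rpusd1 (2.5 against 2.47).

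Several libraries stood apart within their group. Myh6 stood at 184.2 CPM in replicate 2 of GMT day 42, against 2243.9 and 1944.4 in the others, and Tnnt2 at 5076.3 against 10312.0 and 6769.2. In GMT day 21 with inhibitors, replicate 3 had Myh6 at 196.9 against 1454.6 and 667.1, and Mef2c at 244.9 against 910.3 and 1121.3. On day 1 with inhibitors, Myh6 stood at 354.0, 25.2 and 129.4 in replicates 1, 2 and 3. In dsRed day 2 with inhibitors Cd68 stood at 16.1, 148.4 and 58.0 and Mrc1 at 9.65, 341.4 and 69.5.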
